A study of Mus musculus with 14 samples. Its data were reported in "Intestinal epithelial glucocorticoid receptor promotes chronic inflammation–associated colorectal cancer" (2021).

How the data were processed

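Colonic total RNA from 14 female C57BL/6 mice aged 4 to 6 months was profiled on 14 Agilent whole mouse genome arrays, 1 mouse per array. Flox mice carry loxP-flanked alleles of the glucocorticoid receptor (GR) gene, Nr3c1, and serve as controls. GR iKO mice lack GR in the intestinal epithelium only. Per the labels, mice of each genotype drank regular water or water with 2.5% dextran sulfate sodium (DSS), which injures the colonic epithelium and causes colitis, for 7 days, and 500 ng of RNA from each whole colon was labelled with Cy3. Groups and replicate numbers were taken from the sample labels. They gave 4 Flox and 4 GR iKO mice on water and 3 Flox and 3 GR iKO mice on DSS.

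The authors scanned the arrays and extracted spot intensities with Agilent Feature Extraction 12.0.0.7. The deposited scanner output holds an intensity on a linear scale for each of 45018 spots per array. The processed intensity is background-subtracted and detrended, and small values are raised to a positive surrogate. Its lowest value was 1.85, whereas the plain background-subtracted signal reached −16.0. No scaling between arrays has been applied at this stage. The deposited value table of the same arrays holds log2 values, whose normalization is not given in the descriptions used here. Every array of that table had the same quartiles, and its lowest correlation with the log2 processed intensity of the same array rounded to 0.999, so it was treated as quantile-normalized log2 processed intensity. How the study tested its microarrays is given in a supplement that was not used here. A setting of Feature Extraction acts on these measurements directly: a surrogate in place of a signal near background shrinks fold changes of dim probes.

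In the present work, 1639 control spots were left out, spots flagged as non-uniform or as population outliers were set to missing, and spots of the same probe were averaged, which left 41174 probes, of which 245 were printed 10 times. Main values were log2 processed intensities minus the 75th percentile of the array. A probe was tested if it was well above background on at least 3 of the 14 arrays, which held for 29523 probes. Of these, 99 had a missing value on at least 1 array. No probe was saturated. Gene symbols were assigned by matching RefSeq accessions, without versions, to a gene table of assembly GRCm38.p6. A total of 28223 of 29245 probes with such an accession matched, covering 19096 symbols, and 22993 tested probes had a symbol, covering 15540 genes. Other probes are named by their probe identifier. The array grid was drawn on build mm9, which differs from the gene table's assembly, so no coordinates are given, and where a probe lies relative to the floxed part of Nr3c1 was not determined here. Where a gene had several probes, the probe with the highest mean signal stood for it, and other probes are given where they differ.

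Group means were fitted with limma 3.58.1 (lmFit and eBayes, no trend, not robust) in R 4.3.3 over all 14 arrays, so that 1 estimate of the spread per probe served the 5 comparisons. These were DSS against water in Flox and in GR iKO, GR iKO against Flox on water and on DSS, and the genotype by DSS interaction, which is the DSS response in GR iKO minus that in Flox. Tests were two-sided. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a probe was called at an adjusted p under 0.05. Adjusted p values quoted without another name are those of limma. An exact two-sided permutation test of group means was used for single values per array, such as Nr3c1. With 4 against 4 arrays the smallest p it allows is 0.0286, which is also the smallest for 3 against 4, and with 3 against 3 arrays it cannot go below 0.1. The number of arrays per group limits the precision of every value. A DSS response score was computed by projecting each array on the mean DSS effect of both genotypes, so that water arrays average 0 and the mean response is 1.

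A total of 18 gene lists written before the data were examined were tested with camera at a preset correlation of 0.01, with 1 probe per gene, and retested with fry and with camera at an estimated correlation. The lists covered glucocorticoid-induced genes, 8 proinflammatory genes that the study measured, NF-kB targets, the interferon response, macrophages, neutrophils, T cells, B and plasma cells, all epithelium, colonocytes, goblet cells, crypt stem cells, the cell cycle, smooth muscle, fibroblasts and matrix, adipocytes, skeletal muscle and red blood cells. Some lists share genes, since Cxcl2 and Ccl3 are in the proinflammatory and NF-kB lists and S100a9 is in the proinflammatory and neutrophil lists. Most genes of the epithelial, muscle and stromal lists are expressed in untreated colon. The value of a list on an array is the mean over its genes of log2 signal relative to the water arrays. Lists of enteric nerve and mesothelium genes were added later, for a test in the closing part.

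Genes named in the text were fixed beforehand: Nr3c1, Mt1, Mt2, and 10 inflammation genes from the study (Il1b, Tnf, Il6, Ccl3, Cxcl2, S100a9, Ifng, Nos2, Adgre1 and Cd68), called the study genes here. To these were added, in each pairwise comparison, the 5 called genes with the largest rise and the 5 with the largest fall among probes with a named gene symbol, well above background on every array of both groups and with no overlap between the arrays of both groups. For the interaction the 3 largest in each direction were taken, without the overlap condition. A probe that was well above background on every array of 1 group and on no array of the other has only a bound. The bound is the bright group's mean over the mean of the dim group, where each dim array enters with the higher of its own signal and the lowest signal among its probes well above background. The 3 largest bounds per comparison are given.

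The 14 arrays lay on 4 slides, each scanned once. No slide held more than 1 array of a group, and each group always lay on the same position of its slide, so slide can be entered as a block, whereas position and group cannot be told apart. The correlation of deviations from the group means was computed for arrays that share a replicate number.

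Alternatives fixed before the data were examined were quantile normalization, normexp background correction with an offset of 50, the authors' processed log2 values, no filter or a stricter filter on dim probes, slide or replicate number as a block, a fit on only the arrays compared, eBayes with trend and robust estimation, an unmoderated fit over the 4 groups, array quality weights, 1 probe per gene, fry, camera with an estimated correlation, and leaving out each array in turn. The normexp correction was run on median spot intensities in place of the planned mean intensities, which are not among the columns used here. Scaling to 7 of the 10 spike-in transcripts that Agilent adds to the labelling reaction, and a fit that gives water and DSS arrays weights of their own, were added after the data had been seen. For fits with another spread model, the list tests were run on the statistics of that fit with the same preset correlation.

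The fits were tested on simulated arrays made from the real means and spreads, with 29426 probes of which 200 were changed. A change of 2 on the log2 scale was recovered for 87.0% of changed probes for DSS in Flox, 86.5% for DSS in GR iKO, 88.0% for genotype on water and 82.5% for genotype on DSS, and for 70.0% in the interaction. With no change built in, 0 probes were called in each comparison. When DSS arrays were simulated with their own, larger spread and the shared-spread fit was used for genotype on DSS, 179 of the 200 changed probes were recovered but 287 of 466 calls were false. Weights by treatment gave 157 recovered and 58 false calls, and a fit on the 6 DSS arrays alone gave 118 recovered and 6 false calls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.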

Results

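To examine how loss of GR in the intestinal epithelium alters the colon transcriptome with and without experimental colitis, whole colons of Flox and GR iKO mice on regular water or on 2.5% DSS for 7 days were compared on 1-colour microarrays. Each array held 1 mouse, with n = 4 for both genotypes on water and n = 3 for both genotypes on DSS. The 75th percentile of the processed signal ranged from 262 to 1003 intensity units over the 14 arrays, and between 62.6% and 71.3% of probes were well above background on an array. The lowest signals were on DSS arrays, where Flox DSS replicate 4 had a 75th percentile of 262. Within a group, log2 values of arrays correlated across probes at 0.983 to 0.989 on water and 0.958 to 0.986 on DSS, and no pair of arrays was close enough to be the same RNA measured again. The spread between replicates was larger on DSS. The median SD of a probe was 0.18 log2 units in Flox and 0.17 in GR iKO on water, against 0.26 in Flox and 0.34 in GR iKO on DSS. For 82.8% of probes the variance was larger on DSS, with a median ratio of 3.12. Levels below are log2 signals relative to the 75th percentile of the array.

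Nr3c1, the targeted gene, was examined first. On water, the probe with the highest signal (A_52_P138090) had a level of 1.19 ± 0.14 (SD, n = 4) in Flox and 0.39 ± 0.16 (SD, n = 4) in GR iKO colons. GR iKO colons thus had 57.3% of the Flox signal, with an exact permutation p of 0.0286, the smallest that 4 against 4 arrays allow. On DSS, this probe was at 1.27 ± 0.20 (SD, n = 3) in Flox and 0.43 ± 0.05 (SD, n = 3) in GR iKO colons, or 56.1% of Flox, with an exact p of 0.1, the smallest that 3 against 3 arrays allow. The difference pointed the same way within each of the 4 slides that held both genotypes on water, and within both slides that held both genotypes on DSS. The other probes gave 54.2% (A_52_P63106), 55.7% (A_52_P254174) and 47.6% (A_51_P355693) of the Flox signal on water, and 57.1%, 55.2% and 75.7% on DSS. Of these, A_52_P254174 on water had an exact p of 0.143, since 1 GR iKO array lay above the Flox arrays, and A_51_P355693 on DSS had an exact p of 0.5. On Flox DSS replicate 4 the signal of A_51_P355693 was not well above background, and without that array the log2 difference of this probe on DSS was −0.84 (adjusted p 0.0154). The remaining signal is measured in whole colon, which holds many cells outside the epithelium. After adjustment over all probes, A_52_P138090 was not called on water (adjusted p 0.0968) and was called on DSS (adjusted p 0.00718). The alternative that moved these most was scaling to spike-in transcripts, under which the difference on DSS changed sign to 0.38 with an adjusted p of 0.398, as it did for the other 3 probes. That scaling moved the median difference of all probes on DSS from 0.03 to 1.24, so Nr3c1 stayed below the median probe. DSS itself did not change the level of A_52_P138090 beyond replicate error in Flox (log2 change 0.07, adjusted p 0.659) or in GR iKO (0.04, adjusted p 0.81). In Flox, A_51_P355693 was called lower on DSS (−4.67 against −3.91 on water, adjusted p 0.0421). It was called in 12 of 26 alternatives, and its DSS mean includes the Flox DSS replicate 4 value that was not well above background.

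**Figure D1:**
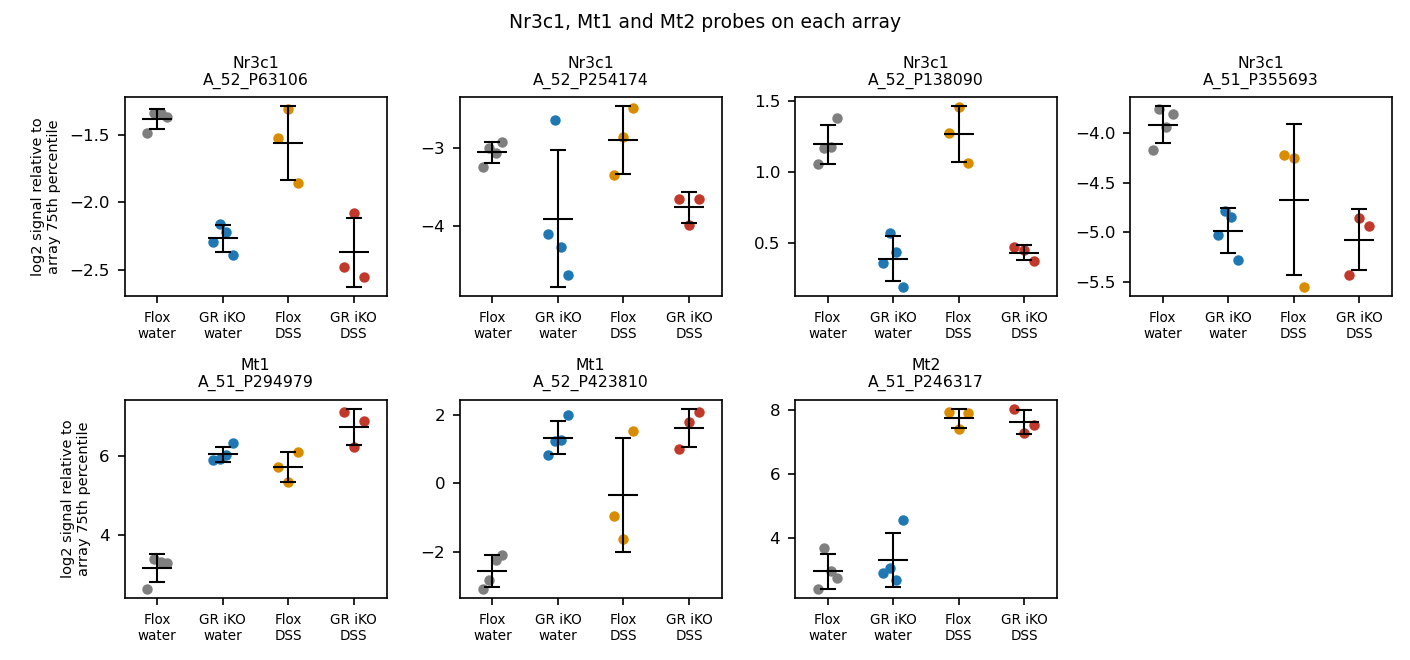
Log2 signal relative to the 75th percentile of the array for 4 Nr3c1 probes, 2 Mt1 probes and 1 Mt2 probe, by genotype and treatment. Points are single arrays, and bars are the mean ± SD (n = 4 on water, n = 3 on DSS). The Nr3c1 probe A_52_P138090 lies at 1.19 in Flox and 0.39 in GR iKO colons on water, and the Mt1 probe A_51_P294979 at 3.15 and 6.03.

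DSS treatment separated the arrays along the first principal component, which held 60.0% of the variance, while the second held 11.1%. On the projection on the mean DSS response, Flox DSS arrays scored 1.06 ± 0.15 (SD, n = 3) and GR iKO DSS arrays 0.94 ± 0.02 (SD, n = 3). The difference of −0.121 was within replicate error, with an exact permutation p of 0.4 against a smallest possible p of 0.1. Within the 2 slides that held both DSS groups, GR iKO minus Flox was −0.268 and 0.045. Over other settings the difference ranged from −0.566, under scaling to spike-in transcripts, to −0.056, without GR iKO DSS replicate 3. Its exact p was 0.1, the smallest possible, under that scaling, under normexp background correction, with no filter on dim probes and without Flox DSS replicate 4 (difference −0.219). In the main setting, no difference in the size of the response was detected at 3 arrays per group.

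**Figure D2:**
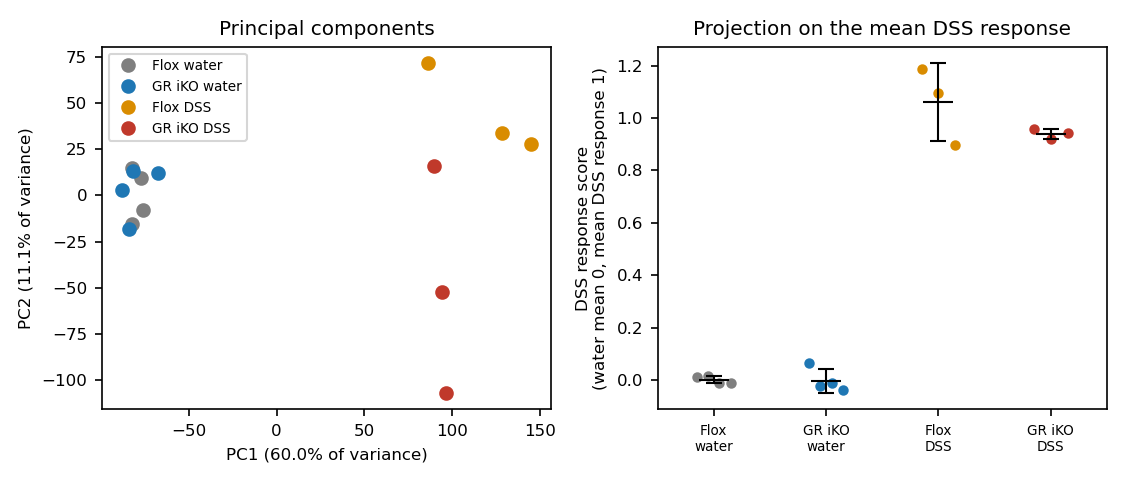
Left, first and second principal components of the 14 arrays, with the percent of variance on each axis. Right, the DSS response score of each array as points with mean ± SD (n = 4 on water, n = 3 on DSS), on a scale where water arrays average 0 and the mean DSS response is 1. DSS arrays lie apart from water arrays on the first component, and the mean scores on DSS are 1.06 in Flox and 0.94 in GR iKO.

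The response to DSS was then determined in each genotype. In Flox colons, 15543 of 29523 probes were called between DSS and water, 7205 higher and 8338 lower, and 7836 of them changed at least 2-fold. In GR iKO colons, 13142 probes were called, 6491 higher and 6651 lower, with 5853 changed at least 2-fold. Among the alternatives fixed before the data were examined that tested the same probes, the largest shift in these counts came from array quality weights, which gave 19547 probes in Flox. Normexp background correction changed the balance, with 65.0% of called probes higher in Flox against 46.4% in the main setting, and it shifted the median log2 change of all probes from −0.09 to 0.22. Directions are therefore relative to the signal of an average probe on the same array. Scaling to spike-in transcripts in place of sample signal, an alternative added after the data had been seen, moved the median log2 change to −2.40 in Flox and −0.95 in GR iKO, so that 25995 of 26314 called probes in Flox were lower.

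The largest rises in Flox colons were those of Reg3b (log2 change 11.76), Reg3g (10.01), Hp (8.19), S100a9 (8.08) and Mmp3 (7.35), and the largest falls those of Reg4 (−8.18), Hoxb13 (−5.70), Nxpe2 (−5.51), Tgm3 (−5.46) and Cyp2c40 (−5.12). The SE of these changes was between 0.31 and 1.28 log2 units, and their adjusted p values lay between 3.03e-08 and 0.0034. In GR iKO colons, the largest rises were those of Reg3b (10.42), S100a9 (9.65), Reg3g (9.07), Chil3 (8.73) and Ccl4 (8.49), and the largest falls those of Reg4 (−6.84), Ang4 (−5.66), Ang2 (−5.57), Cyp2c40 (−5.38) and Itln1 (−5.37), with an SE between 0.62 and 1.09 and adjusted p values between 1.1e-06 and 0.00186. For each of these genes, arrays of both groups did not overlap, which was a condition of their selection. Some probes were not well above background on any water array, which leaves a bound. In Flox, the signal on DSS was at least 1667-fold that on water for Reg3a, 94.5-fold for Fgb and 75.7-fold for Ptx3. In GR iKO, it was at least 378-fold for Clec4e, 184-fold for Ltf and 134-fold for Il6.

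Most DSS probes were shared. A total of 10203 probes were called in both genotypes in the same direction, 4989 higher and 5214 lower, against 6919 called in both that independent calls would give, and 61 were called in opposite directions. The groups behind these comparisons share no array, but both tests used the same estimate of the spread per probe. Their calls are therefore not independent, which may raise the overlap. Across probes, which are not independent replicates, the log2 changes with DSS correlated at a Pearson r of 0.823. The slope of GR iKO against Flox was 0.878 by total least squares, which allows for error in both and is not an ordinary regression slope. A further 5279 probes were called in Flox only and 2878 in GR iKO only. Passing the threshold in only 1 genotype does not show a difference between genotypes. In the test of the difference itself, 6 of the Flox-only probes, 4 of the GR iKO-only probes and 14 of the shared probes were called, and 84.4% of Flox-only probes changed in the same direction in GR iKO.

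**Figure D3:**
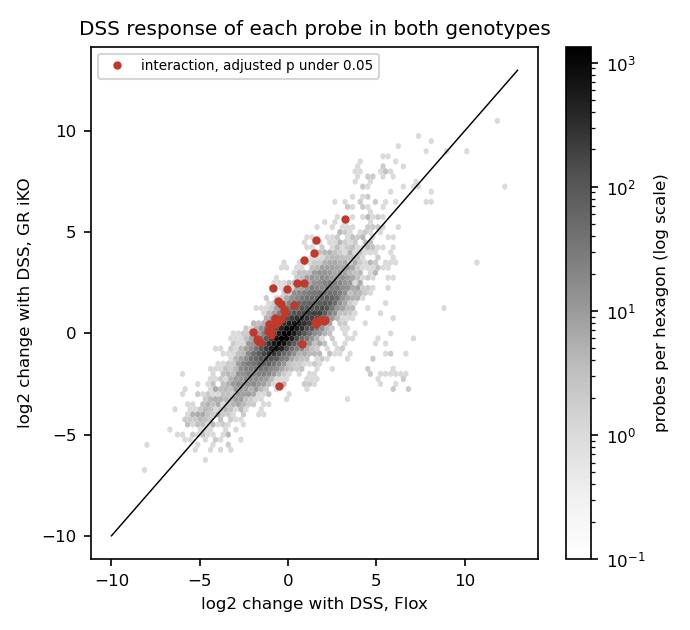
Log2 change with DSS in GR iKO (vertical axis) against that in Flox (horizontal axis) for the tested probes, binned in hexagons shaded by the number of probes on a log scale. The diagonal marks equal change, and red points are the 33 probes called for the genotype by DSS interaction. Most probes lie along the diagonal, with an r of 0.823 across probes.

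Without DSS, few probes were called between the genotypes. A single probe of 29523 was called between GR iKO and Flox colons on water, Mt1 (A_51_P294979), and 278 probes had an unadjusted p under 0.05 where 1476 are expected by chance. With only the 8 water arrays 898 had such a p, with separate weights 979 and with array quality weights 2233. The largest count in another setting was 8, with array quality weights. Other fits called between 1 and 7, and leaving out Flox DSS replicate 2 gave 4. In the simulated data, a change of 2 on the log2 scale was recovered for 88.0% of changed probes in this comparison, whereas a change of 1 was recovered for 52.5%. Mt1 encodes metallothionein 1. Its level was 3.15 ± 0.35 (SD, n = 4) in Flox and 6.03 ± 0.20 (SD, n = 4) in GR iKO colons, a log2 difference of 2.89 (SE 0.23, adjusted p 0.000761), and it was higher in GR iKO within all 4 slides. A second Mt1 probe (A_52_P423810) differed by 3.91 without being called (adjusted p 0.0968), and was called without Flox DSS replicate 4 (0.00113) or Flox DSS replicate 2 (0.0446). Mt2, the neighbouring family member, differed by 0.35 (adjusted p 1).

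On DSS, GR iKO and Flox colons differed at 3903 probes, 1901 higher and 2002 lower in GR iKO, when all 14 arrays shared 1 estimate of the spread. This count rested on that choice. A fit on only the 6 DSS arrays called 0 probes, with 4794 at an unadjusted p under 0.05 and a smallest adjusted p of 0.226. A fit with separate weights for water and DSS arrays, added after the data had been seen, called 6. Since DSS arrays varied more than water arrays, a shared spread understates the error of this comparison. In data simulated with the larger spread on DSS and 200 changed probes, 287 of 466 calls of the shared-spread fit were false. That share depends on how many probes truly change, so it does not carry over to the 3903 calls. The number of probes that differ was thus not settled by these arrays. Leaving out Flox DSS replicate 2 lowered the count to 1077, and leaving out GR iKO DSS replicate 3 raised it to 6056. With slide as a block, 1612 probes were called.

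The genes with the largest rise in GR iKO DSS colons over Flox DSS colons under the shared spread were Cxcl3 (log2 difference 3.81), Ltf (3.62), Mmp13 (3.58), Chil3 (3.48) and Cxcl2 (3.30). The largest falls were those of Colec10 (−2.43), Pln (−2.23), Ckm (−2.13), Clvs2 (−2.09) and Pdpk1 (−2.08). Their SE ranged from 0.34 to 0.82 and their adjusted p from 0.00504 to 0.05, and as selected none had an array of 1 group within the range of the other. Lower bounds were 11.6-fold for Ngp, 6.54-fold for Afp and 5.81-fold for Serpinb2, which were not well above background on any Flox DSS array. Of these genes, Chil3, Colec10, Pln, Clvs2, Pdpk1, Ngp and Afp lost their call when at least 1 array was left out, Clvs2, Pdpk1 and Afp in most such fits. The adjusted p rose to 0.146 for Clvs2, 0.126 for Afp, 0.0727 for Ngp and 0.0614 for Pln without Flox DSS replicate 2, 0.0761 for Colec10 without Flox DSS replicate 1, 0.059 for Chil3 without GR iKO DSS replicate 1 and 0.102 for Pdpk1 without Flox DSS replicate 4. Genotype differences on water and on DSS did not resemble each other, with an r of −0.053 across probes.

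Inflammation genes that the study measured were compared as a list. On DSS, 9 of the 10 were higher in GR iKO. Under the shared spread, 5 were called over all probes: Cxcl2 (log2 difference 3.30, adjusted p 0.00916), Il1b (2.29, 0.0103), Tnf (2.34, 0.0128), Il6 (1.37, 0.0166) and Ccl3 (2.95, 0.0229). S100a9 (2.05, 0.0785), Ifng (2.27, 0.0856) and Nos2 (1.36, 0.11) were higher without being called, and a second Ifng probe was called (2.74, 0.0241). The macrophage genes Adgre1 (−0.05, 0.931) and Cd68 (0.50, 0.283) did not differ beyond replicate error. When p values were adjusted over the list alone, 8 genes passed, which is not independent evidence, because these genes were chosen by the study that made these arrays. Over all probes, leaving out Flox DSS replicate 2 left 2 of the genes called, and leaving out Flox DSS replicate 1 gave 7. With the 6 DSS arrays alone, 0 of the 10 genes were called, and with separate weights also 0. On water, 0 of the 10 genes differed, also when adjusted over the list alone. With DSS, all 10 rose in both genotypes, and 9 were called in each, with Adgre1 as the exception (log2 change 0.68 in Flox and 0.75 in GR iKO). Adgre1 was called in 5 of 28 alternatives in Flox (adjusted p 0.00462 to 0.3 over all of them) and in 9 of 28 in GR iKO (0.0143 to 0.766), among them in Flox without Flox DSS replicate 4 (0.0317) and in GR iKO without Flox DSS replicate 2 (0.0314). A second Adgre1 probe was called higher with DSS in Flox (adjusted p 0.039) and in GR iKO (0.0464). It was not well above background on most arrays, so the size of its change is not interpreted. In GR iKO it was well above background on every DSS array and on no water array, which leaves only a bound. Under scaling to spike-in transcripts, Adgre1 and Cd68 fell with DSS in Flox. In GR iKO, the lowest change in Adgre1 over its 28 alternatives was −0.18, and that in Cd68 was 1.23. The change in Il6, Cxcl2 and Nos2 is only bounded below, since these probes were not well above background on any water array, and so is that in Ifng in Flox. In GR iKO, Ifng was well above background on 1 of 4 water arrays, and its second probe on none. On DSS the Il6 signal was at least 57.8-fold that on water in Flox and 134-fold in GR iKO, and that of Cxcl2 at least 6.56-fold and 57.7-fold. For Ccl3, 2 of 4 Flox and 1 of 4 GR iKO water arrays were well above background.

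**Figure D4:**
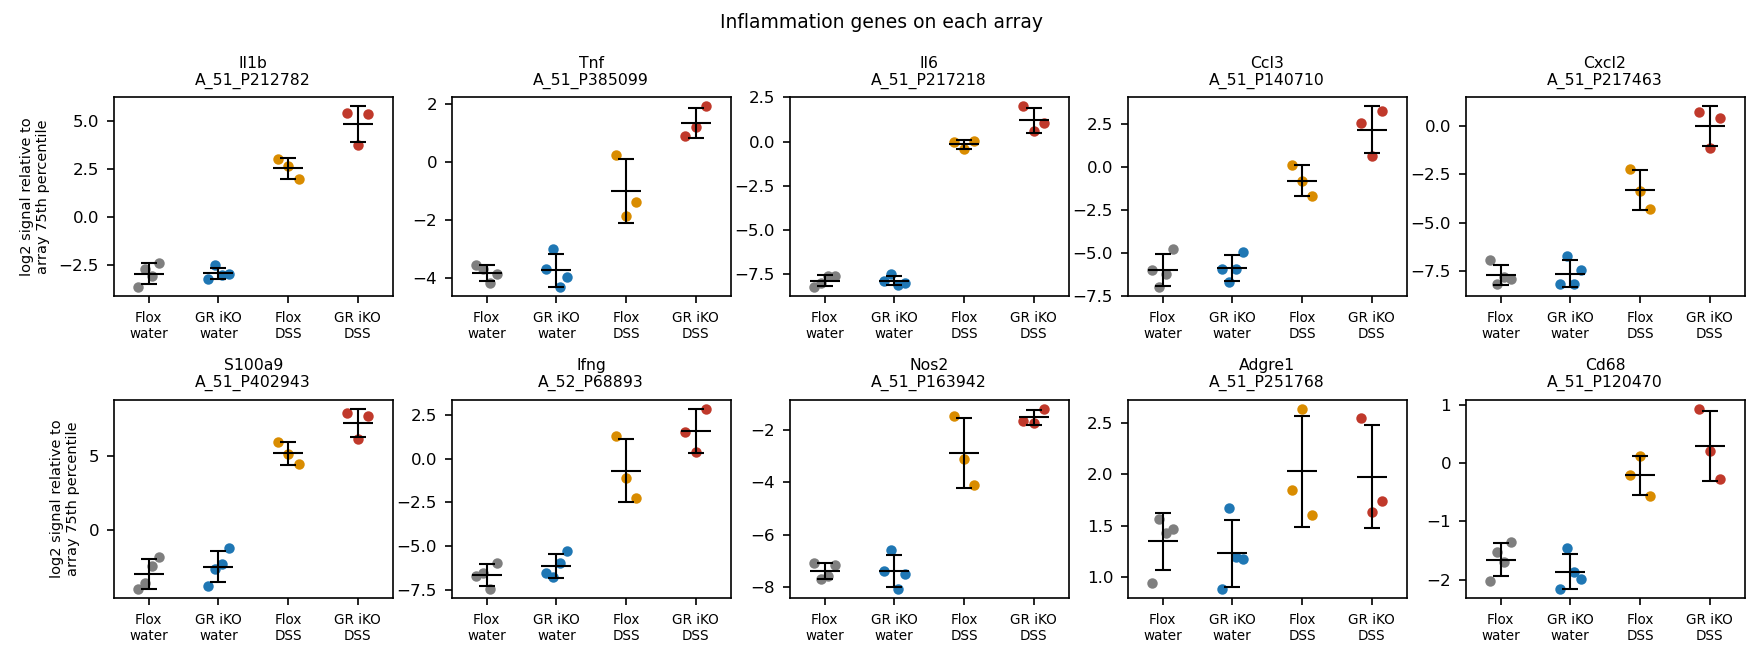
Log2 signal relative to the 75th percentile of the array for the 10 inflammation genes, by genotype and treatment. Points are single arrays, and bars are the mean ± SD (n = 4 on water, n = 3 on DSS). Il1b is 2.29 higher in GR iKO than in Flox colons on DSS, whereas Adgre1 differs by −0.05.

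The genotype by DSS interaction was called at 33 probes, 26 with a higher and 7 with a lower response in GR iKO. The largest were Inhba (log2 difference of responses 2.74, SE 0.41), Il11 (2.44, SE 0.29) and Il1rn (2.22, SE 0.34), and in the other direction Speg (−1.47, SE 0.22), Tfr2 (−1.45, SE 0.20) and Ppp1r14a (−1.09, SE 0.18), with adjusted p between 0.033 and 0.0493. Il11 rose from −3.82 ± 0.26 (SD, n = 4) on water to −0.61 ± 0.21 (SD, n = 3) on DSS in Flox, and from −3.90 ± 0.15 (SD, n = 4) to 1.74 ± 0.46 (SD, n = 3) in GR iKO. This count depended strongly on the setting: 0 probes were called with slide as a block, with no filter on dim probes or with separate weights for water and DSS arrays, and 2956 with array quality weights. Leaving out Flox DSS replicate 4 gave 2221 probes and leaving out GR iKO DSS replicate 3 gave 2057, whereas limma called 0 in 6 of the 14 fits that left out 1 array and 1 or 2 in 3 more. In those 6 fits, between 4477 and 5070 probes had an unadjusted p under 0.05. In the main setting 5672 probes had an unadjusted p under 0.05. Of the 10 inflammation genes, 0 were called for the interaction over all probes, and 5 when adjusted over the list alone, with the same limit as above. Of these 5, Il6 and Cxcl2 rest on values not well above background on any water array, and Ccl3 on such values for most.

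Gene lists were tested with camera, of 18 lists in each comparison. With DSS in Flox, 10 lists were called: proinflammatory genes, NF-kB targets, interferon response, neutrophil, macrophage, fibroblast and matrix, smooth muscle and glucocorticoid-induced genes were higher, and B and plasma cell and cell cycle genes lower. In GR iKO, 7 lists were called, all higher: proinflammatory, NF-kB, interferon, neutrophil, macrophage, fibroblast and matrix, and glucocorticoid-induced. Without Flox DSS replicate 2 the macrophage list lost its call in Flox (adjusted p 0.0939), and without Flox control replicate 2 so did the cell cycle list (0.056). All of these calls held under fry, and none under camera with an estimated correlation. Median changes were 4.69 in Flox and 5.98 in GR iKO for the 9 neutrophil genes tested, and 0.97 and 1.17 for the 12 macrophage genes. Of the 9 neutrophil genes, 4 were well above background on fewer than 4 of the 8 water arrays, as were 5 of the 8 proinflammatory genes, so the sizes of these rises are not fully measured. The glucocorticoid-induced list rose with a median of 1.51 and a mean of 1.26 in Flox, and a median of 0.88 and a mean of 1.14 in GR iKO, and its response did not differ between genotypes (interaction mean −0.12, adjusted p 0.915).

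On DSS, 10 lists differed between GR iKO and Flox. Higher in GR iKO were the proinflammatory (median log2 difference 2.28, adjusted p 1.98e-05), NF-kB (1.21, 4.04e-05), neutrophil (2.05, 4.81e-05), pan-epithelial (0.57, 0.00103), T cell (0.92, 0.00739), interferon (0.62, 0.00845) and B and plasma cell lists (1.57, 0.027). Lower were the smooth muscle (−1.30, 1.88e-07), adipocyte (−2.21, 0.00122) and skeletal muscle lists (−0.84, 0.0137). Of these, 7 held under fry, all but the interferon, T cell and B and plasma cell lists, and 0 under camera with an estimated correlation, where the NF-kB, neutrophil and smooth muscle lists each had an adjusted p of 0.286. The neutrophil list lost its call under the stricter filter on dim probes (adjusted p 0.0576). The interferon list lost its call without Flox DSS replicate 4 (0.422), the T cell list without GR iKO DSS replicate 1 (0.0597) and the B and plasma cell list without GR iKO DSS replicate 3 (0.361). The proinflammatory list holds genes chosen by the study that made these arrays, so its call is not independent evidence. All 9 neutrophil genes were higher and all 10 smooth muscle genes lower in GR iKO. The macrophage list did not differ (0.09, adjusted p 0.57), and neither did the colonocyte (0.07, 0.57), goblet cell (0.67, 0.156), crypt stem cell (0.12, 0.434), cell cycle (0.52, 0.14), fibroblast and matrix (−0.29, 0.152) and red blood cell lists (−0.49, 0.697) under camera, although fry called the crypt stem cell list. On water, camera called the interferon list (0.16, 0.0236) and the adipocyte list (0.45, 0.0442), both higher in GR iKO. Neither held under fry, with an adjusted p of 0.978 for each. Without Flox control replicate 3 camera called 0 lists on water, and without Flox control replicate 1 it called 4.

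The glucocorticoid-induced list, which tests whether known targets of the receptor moved with its loss, did not differ between genotypes on water (median −0.08, mean 0.19, adjusted p 0.748) or on DSS (median −0.08, mean 0.07, adjusted p 0.632). Its median and mean differed in sign in both comparisons. Of its 11 genes tested, 3 were higher in GR iKO on water, Mt1 among them, and 5 on DSS. The list was not tested without Mt1, so these tests do not settle whether the other targets moved. For the interaction, 9 lists were called: the 10 lists named for genotype on DSS without the interferon list. Of these only the proinflammatory and smooth muscle lists held under fry, and 0 under an estimated correlation. For the proinflammatory list, whose genes the study chose, this is again not independent evidence.

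**Figure D5:**
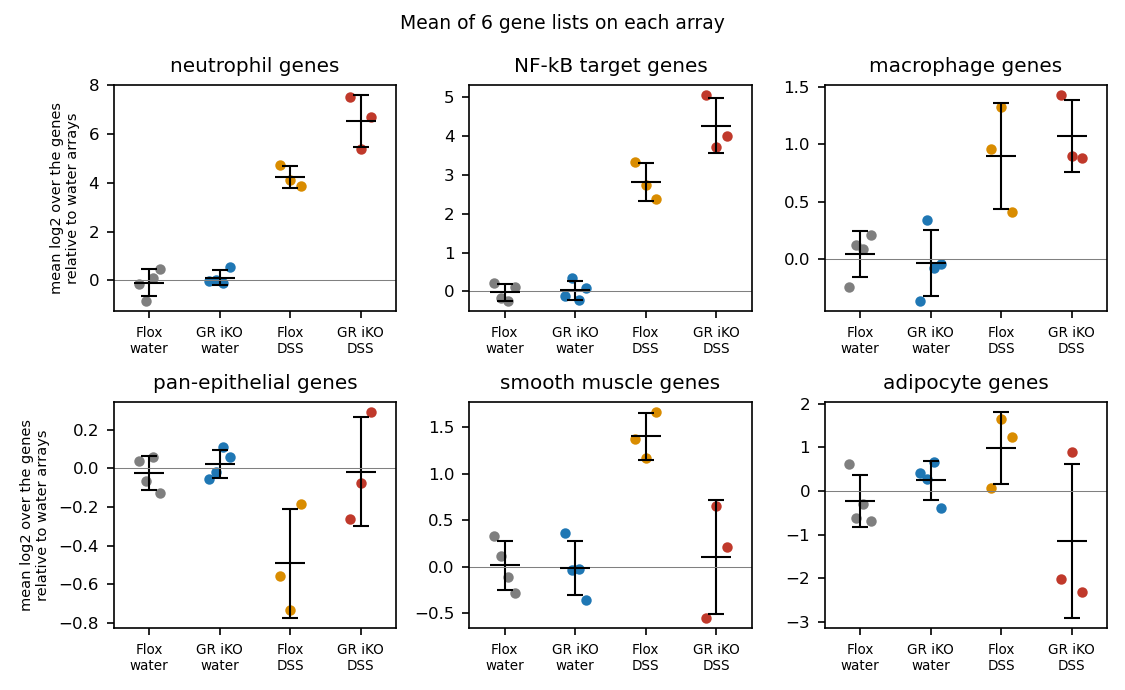
Mean log2 signal over the genes of 6 lists, relative to the water arrays, by genotype and treatment. Points are single arrays, and bars are the mean ± SD (n = 4 on water, n = 3 on DSS). The neutrophil list averages 4.25 in Flox and 6.54 in GR iKO colons on DSS, the macrophage list 0.90 and 1.07, and the smooth muscle list 1.40 and 0.10.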

Values the study reported

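The study reported 9674 gene probes altered by DSS in both genotypes, 6253 altered in Flox mice alone and 3016 altered in GR iKO mice alone, at q < 0.05 with 3–4 mice per group.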

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

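The draws of permuted labels, the share of signal in a few genes and the check for dim arrays were planned before their results were seen. The tests of slides, dim signals and shared spread for the interaction, and the remaining spike-in tests, were chosen only after the result was seen.

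The response to DSS differed between genotypes in the interaction test, which drew attention to 33 probes. The genes with the largest differences were Inhba (2.74), Il11 (2.44) and Il1rn (2.22), with a stronger response in GR iKO, and Speg (−1.47), Tfr2 (−1.45) and Ppp1r14a (−1.09), with a weaker one. Of the study genes, Cxcl2 (3.22), Ccl3 (2.84), Il1b (2.27), Tnf (2.26) and Il6 (1.38) passed when adjusted over the list alone, without passing over all probes. Since these genes were chosen by the study, this is not independent evidence, and neither is the call of the proinflammatory list, which holds them. The differences for Il6 and Cxcl2 rest on water values that were not well above background on any array, and that for Ccl3 on such values on most water arrays, so their sizes are not measured. Among gene lists, the median difference was 2.00 for the proinflammatory, 1.24 for the NF-kB, 1.82 for the neutrophil, 0.91 for the T cell, 1.91 for the B and plasma cell and 0.56 for the pan-epithelial list, and −1.26 for the smooth muscle, −2.91 for the adipocyte and −0.72 for the skeletal muscle list. Of the 8 proinflammatory genes 5, and of the 9 neutrophil genes 4, were well above background on fewer than 4 of the 8 water arrays, so the medians of these 2 lists rest in part on surrogate values. Over 27 alternatives each, Inhba was called in 13 (adjusted p 0.00225 to 0.126), Il11 in 15 (0.00256 to 0.126), Il1rn in 14 (0.00362 to 0.126), Speg in 12 (0.0112 to 0.889), Tfr2 in 12 (0.0121 to 0.92) and Ppp1r14a in 12 (0.0173 to 0.576). Without Flox DSS replicate 4, 2221 probes were called, and limma called 0 in 6 of the 14 fits that left out 1 array, where 4477 to 5070 probes had an unadjusted p under 0.05, and 1 or 2 in 3 more. Leaving out 1 array also cost the call of the B and plasma cell list (adjusted p 0.258 without GR iKO DSS replicate 3), the T cell list (0.0679 without GR iKO DSS replicate 1), the pan-epithelial list (0.0632 without GR iKO DSS replicate 4) and the skeletal muscle list (0.0641 without Flox DSS replicate 4).

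The tables argue against some explanations of these differences. Signals close to background are argued against as the whole cause, because 279 probes were called when only the 23479 probes well above background on every array were tested. For the 6 called probes that were not well above background on every array, dim signals and a difference between genotypes cannot be told apart, since some of their values are surrogates. Slides alone do not account for most of the list differences, since 8 of the 9 lists kept their call and direction with slide as a block. The B and plasma cell list did not (adjusted p 0.0539, with a range of 6.41e-05 to 0.586 over its alternatives), and no single probe did, with 0 called by limma and 4940 at an unadjusted p under 0.05. For these, slide and too few arrays cannot be told apart, because the block also takes up degrees of freedom. Other explanations stay open. Giving water and DSS arrays their own weights raised the smallest adjusted p of a probe to 0.06 (over all alternatives it ranged from 0.000117 to 0.126), so the calls on single probes may come from a spread that was taken as shared and is larger on DSS. Chance also stays open. When genotype labels were permuted within water and within DSS arrays, 19 of 100 draws gave as many probes, the real one included, and 20 of 100 gave as many lists. A biological difference between genotypes in their response to DSS remains a candidate explanation that these arrays neither establish nor exclude.

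Spike-in transcripts, which are not used in the main values, were brighter relative to sample signal on DSS arrays. In Flox, the log2 ratio was 5.14 ± 0.66 (SD, n = 3) on DSS and 2.82 ± 0.17 (SD, n = 4) on water, a difference of 2.32. In GR iKO it was 3.93 ± 0.58 (SD, n = 3) and 3.00 ± 0.19 (SD, n = 4), a difference of 0.93. Each had an exact p of 0.0286, the smallest possible. GR iKO DSS was below Flox DSS by −1.21 (exact p 0.2). Over both genotypes, the raw spike-in signal was 0.90 higher on DSS arrays (exact p 0.00133), and the 75th percentile of the sample signal changed by −0.73 (exact p 0.000666). The top 100 probes held 22.8% of the signal on DSS arrays and 19.3% on water arrays (exact p 0.039), so a few bright genes may contribute. They are argued against as the whole cause, since the ratio to the summed sample signal also rose, by 1.58 (exact p 0.000333). Slides are argued against by a rise of at least 0.26 within each slide. Each group lay on 1 position of its slide, so position cannot be told apart from group. Sample RNA that was less intact in DSS-treated colon may give such a ratio, which was not tested, since no measure of RNA integrity was used here.

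Single water arrays stood apart from the other 3 of their group in 7 of 121 comparisons, where 6.05 are expected, since chance stands 1 array apart in about 1 in 20 groups. They were GR iKO control replicate 2 for the T cell list (0.11), Flox control replicate 1 for the crypt stem cell list (0.10) and Mt1 (2.62), Flox control replicate 2 for the cell cycle list (0.49) and Pln (−2.09), and GR iKO control replicate 4 for Ccl4 (−3.41) and Colec10 (−0.68). A dim or poorly labelled array is argued against, since 0 of their signal, background share and spike-in values stood apart. Their number is close to what chance gives, and no biological explanation was tested.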

How the results depend on the processing

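All alternatives named here were fixed before the data were examined, except scaling to spike-in transcripts and separate weights for water and DSS arrays, which were added after the data had been seen. Where no reason is given, the cause was not tested.

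Apart from leaving out arrays, 262 values answering a comparison were recomputed. Of these 208 kept their direction and their side of the threshold or stayed within 1.5 times the main count, 49 counts moved further, 2 values fell short of the threshold, 2 newly passed it and 1 changed sign. Of 1332 values for single lists, 1214 kept their call, 73 lost it and 45 gained one, and 38 of the losses came from camera with an estimated correlation. Of 1769 values for single genes, 1584 kept their call, 123 lost it, 51 gained one and 11 were counted as reversed. A change of sign without a call is not counted as reversed. It was found for another 49 of the gene values and for 29 of the list values.

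Counts for DSS in Flox and in GR iKO, of 15543 and 13142 probes, stayed within 1.5 times under all settings but these. With 1 probe per gene they were 8591 and 7512, with 5875 shared between genotypes and 2574 for genotype on DSS, where fewer probes were tested. For the interaction 1 probe per gene gave 116, a rise whose cause was not tested. Scaling to spike-in transcripts gave 26314 for Flox and 15574 shared. Of the 33 interaction probes, 16 were among those tested with 1 probe per gene, and all 16 were called, so 100 of the 116 were not called in the main setting.

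For genotype on water, the main call of Mt1 was kept in every setting. The count was 2 under quantile normalization, the authors' processed values and spike-in scaling, 3 with only the arrays compared, 8 with array quality weights and 7 with separate weights. Camera called 2 lists in the main setting, 1 under quantile normalization, the authors' values and the unmoderated fit, 5 under spike-in scaling, and fry called 0. Nr3c1 (A_52_P138090) passed the threshold with array quality weights (log2 difference −0.76, adjusted p 0.00459) and with separate weights (−0.80, 0.00923), which take a smaller spread for water arrays. Over all alternatives this adjusted p ranged from 0.00459 to 0.983.

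For genotype on DSS, 3903 probes became 1612 with slide as a block, 0 with only the arrays compared and 6 with separate weights. The last 2 fits take the spread mostly or only from DSS arrays, which is larger. Without a filter the count was 2627. Spike-in scaling gave 21639, of which 53 were lower in GR iKO. Of the 10 study genes, 5 were called in the main setting, 0 with only the arrays compared, 0 with separate weights, and 9 under spike-in scaling. The stricter filter left 2, and 4 and 5 for DSS in Flox and in GR iKO, because genes not above background on water are not tested. Nr3c1 (A_52_P138090) kept its size of −0.83 but lost its call with only the arrays compared (adjusted p 0.226) and with separate weights (0.0906). Over all alternatives this adjusted p ranged from 0.00258 to 0.398.

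The interaction was the least stable. Its 33 probes became 172 under quantile normalization, 142 with the authors' values, 279 under the stricter filter, 232 with trend and robust estimation, 212 in the unmoderated fit, 2956 with array quality weights and 18554 under spike-in scaling, and 0 with no filter, 0 with slide as a block and 0 with separate weights. At an unadjusted p under 0.05, limma gave 5972 probes with no filter, 4940 with slide as a block and 4389 with separate weights. Of the 33 probes, 32 were among the 172 and all 33 among the 2956, but normexp background correction, with 30 called, kept 11 of them. Study genes called for the interaction were 0 in the main setting, 3 with array quality weights and 9 under spike-in scaling. Fry called 3 lists for the interaction in place of 9. Camera with an estimated correlation called 0 lists in each of the 5 comparisons.

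Scaling to spike-in transcripts assumes equal labelling of added and sample RNA. It moved the median log2 change of all probes to −2.40 for DSS in Flox, −0.95 for DSS in GR iKO, −0.18 for genotype on water, 1.24 for genotype on DSS and 1.42 for the interaction. Measured from 0, several directions changed. In Flox with DSS, Nr3c1 became −2.25 (A_52_P138090) and −2.16 (A_52_P254174), Adgre1 −1.63 and −0.75 for its 2 probes, the second of them not well above background on most arrays, Cd68 −0.88 and the second Mt1 probe −0.09. In GR iKO with DSS, Mt1 became −0.23. Over all alternatives, the lowest changes there were −0.18 for Adgre1, and −0.88 (A_52_P138090) and −0.78 (A_52_P254174) for Nr3c1. Each of these was above 0 in the main setting. For genotype on DSS, all 4 Nr3c1 probes changed sign, to 0.38 (A_52_P138090), 0.41 (A_52_P63106), 0.36 (A_52_P254174) and 0.81 (A_51_P355693), of which the first 2 were called in the main setting. For the interaction, Nr3c1 became 1.36 and Ppp1r14a 0.30. Normexp background correction reversed Nr3c1 (A_51_P355693) for DSS in Flox to 0.34. It moved the share of called probes that were higher from 46.4% to 65.0% for DSS in Flox and from 48.7% to 33.8% for genotype on DSS, with the median of all probes at 0.22 and −0.14.

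Replicate numbers were not taken to pair the arrays, since not every pair with the same number deviated together. The design text speaks of pairs of Flox and GR iKO mice without saying what they share, so whether a pairing exists stays open. Among 18 pairs with the same number, the correlation of deviations from the group means ranged from −0.227 to 0.310 with a median of 0.099, and 9 of 18 were over 0.1. Pairs that share neither number nor slide had a median of −0.029, with 9 of 49 over 0.1, so some shared deviation by number or slide is not excluded. Most pairs with the same number also share a slide. For the 6 pairs of Flox and GR iKO arrays with the same number and treatment, it ranged from −0.080 to 0.310, with 3 over 0.1. With the replicate block, the counts were 15241 for DSS in Flox, 12609 for DSS in GR iKO, 3 for genotype on water, 2236 for genotype on DSS and 1 for the interaction.

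Leaving out each array in turn gave 13056 to 16634 probes for DSS in Flox, 11361 to 13930 for DSS in GR iKO, 9015 to 10587 shared, 1 to 4 for genotype on water, 1077 to 6056 for genotype on DSS and 0 to 2221 for the interaction. The lowest count for genotype on DSS came without Flox DSS replicate 2 and the highest without GR iKO DSS replicate 3, the highest for the interaction without Flox DSS replicate 4, and the 4 probes for genotype on water without Flox DSS replicate 2. Camera called 9 to 12, 7 to 8, 0 to 4, 8 to 11 and 6 to 10 lists in the 5 comparisons, in the order of DSS in Flox, DSS in GR iKO, genotype on water, genotype on DSS and interaction. Study genes called ranged from 9 to 10 for DSS in both genotypes, 2 (without Flox DSS replicate 2) to 7 (without Flox DSS replicate 1) for genotype on DSS, 0 throughout for genotype on water and 0 to 4 (without GR iKO DSS replicate 3) for the interaction. Of 1260 values for single lists 1209 kept their call, and of 1876 for single genes 1714 did. The difference in DSS response score ranged from −0.219 to −0.056. Nr3c1 (A_52_P138090) ranged from −0.87 to −0.74 on water and from −0.93 to −0.74 on DSS.

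Signal over background limits the dim genes. Between 62.6% and 71.3% of probes were well above background on an array, and for the others a change rests on surrogate values or is only bounded.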

Other observations

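The tests of shared spread, epithelial share, myeloid cells and Mt1 were chosen only after the result was seen. The splits of the arrays and the spike-in covariate were planned before, and the nerve and mesothelium lists were written after the muscle and fat pattern had been seen but before they were tested.

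The genotype difference among DSS arrays has limits of the same kind. Only 1 of the 10 splits of the 6 arrays gave as many probes, the real split itself, and the next largest gave 1207. With 10 splits, chance cannot be excluded. For lists, 2 of the 10 splits gave as many as 10. With separate weights for water and DSS arrays 6 probes were called, so nearly all of the 3903 calls rest on the shared spread. Whether those calls are false is not settled, since 5252 probes still had an unadjusted p under 0.05 in limma with these weights, where 1476 are expected by chance. A different share of epithelium alone would move the lists of other cell types together. They moved apart: the neutrophil list minus the smooth muscle list was 3.59 higher in GR iKO DSS than in Flox DSS arrays (SE 1.02, 6.43 ± 1.67 against 2.85 ± 0.59, SD, n = 3, exact p 0.1, the smallest possible). Both lists had already been called in opposite directions on these arrays, so that p adds no evidence. The pan-epithelial list was itself higher in GR iKO DSS (median 0.57, camera adjusted p 0.00103). A different share of epithelium is thus argued against only as the whole cause. With the ratio of spike-in to sample signal as a covariate, 9 lists and 573 probes were called. Of the 10 lists called in the main setting, 5 kept their call and direction. Whether the lower sample signal on Flox DSS arrays contributes to the list differences cannot be told apart from genotype, since both differ between the same 6 arrays.

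Within the DSS arrays, the neutrophil list exceeded the macrophage list by more in GR iKO than in Flox. This excess was 5.47 ± 0.86 (SD, n = 3) in GR iKO and 3.35 ± 0.50 (SD, n = 3) in Flox, a difference of 2.12 (SE 0.57, exact p 0.1, the smallest possible). This argues against a like rise of all myeloid cells. Of the 12 macrophage genes, 6 were higher in GR iKO. RNA per cell, activation of neutrophils and a shift in the kind of macrophage were not tested, so this may reflect more neutrophils or more RNA of these genes in the same cells.

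Muscle and fat lists were lower in GR iKO DSS than in Flox DSS arrays, in 22 of 23 genes, which are not independent replicates. For the adipocyte list the arrays overlapped, at −1.14 ± 1.76 (SD, n = 3) in GR iKO and 0.98 ± 0.82 (SD, n = 3) in Flox. GR iKO DSS replicate 3, at 0.89, lay above Flox DSS replicate 1, at 0.07. A candidate explanation is that the Flox DSS samples held more muscular wall. Genes of enteric nerves, which lie in that wall and are in none of the 18 lists, were then examined. All 11 nerve genes tested were lower in GR iKO DSS, and the value of the list was 1.67 ± 0.23 (SD, n = 3) in GR iKO and 2.57 ± 0.36 (SD, n = 3) in Flox, a difference of −0.90 with every GR iKO array below every Flox array (exact p 0.1, the smallest possible). A larger share of muscular wall in the Flox samples would give this. However, the nerve list also rose over water by 1.66 in GR iKO DSS, where the smooth muscle list averaged 0.10, so it changes with DSS apart from muscle. A larger share of wall and a different response of nerve genes to DSS cannot be told apart. The list of 5 mesothelium genes differed by −0.23, with a larger spread between arrays (exact p 0.9). It does not decide whether more outer surface or attached tissue was sampled, because the 3 Flox DSS arrays had an SD of 2.34.

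Mt1 was the only probe called between genotypes on water, with an adjusted p of 8.98e-06 to 0.0112 over its alternatives. A faulty probe is argued against by the second Mt1 probe, which differed by 3.91 in the same direction (exact p 0.0286), and slides by a difference of at least 2.54 within each of 4 slides. An induction that Mt1 and its neighbour Mt2 share is argued against, because the change in Mt1 exceeded that in Mt2 by 2.54 (exact p 0.0286). The excess of GR iKO over Flox on the linear scale was 57.0 ± 4.75 (SE) on water and 56.0 ± 20.2 (SE) on DSS, a ratio of 0.984, whereas an equal fold would have given 343 on DSS. A constant excess is what an added transcript with Mt1 sequence would give. GR iKO mice carry a Villin-cre transgene, and whether its construct holds Mt1 sequence was not determined here, so this stays a hypothesis. Under scaling to spike-in transcripts the excess was 50.1 on water and 45.5 on DSS against 59.1 for an equal fold, which does not separate the alternatives. Of the 35 splits of the 8 water arrays, 3 gave at least 1 called probe, the real one included, so chance is not excluded for a count of 1, and 29 of 35 gave at least the 2 lists that were called.

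For DSS against water, chance can be excluded at the level of probes. Of 35 splits of the 7 arrays, 1 gave as many probes in Flox and 1 in GR iKO, the real one in each case, and 1 of 100 draws gave as many shared probes. For the number of lists called, 14 of 35 splits in Flox and 22 of 35 in GR iKO gave at least as many. Every split leaves unequal shares of DSS arrays in its groups, so part of the DSS effect remains in it. The number of lists therefore does not decide whether the list changes with DSS are due to chance. Camera with a preset correlation called several lists in most splits, so its calls weigh less than the effect sizes beside them.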
